A study of Homo sapiens with 16 samples. Its data were reported in "Indisulam synergizes with palbociclib to induce senescence through inhibition of CDK2 kinase activity" (2022).

How the data were processed

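RNA was sequenced from A549, a human lung cancer cell line, and SUM159, a human triple-negative breast cancer cell line. Each line was left untreated or was given palbociclib, indisulam or both drugs. Palbociclib inhibits the cyclin-dependent kinases CDK4 and CDK6. Indisulam removes RBM39, a protein needed for splicing, from cells, by making it a substrate of the DCAF15 ubiquitin ligase. The doses were 2 µM palbociclib and 3 µM indisulam, alone or together, for 16 h.

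The deposited values are raw counts of reads per Ensembl gene, 1 file per library, made by the authors. Per the study's methods, poly(A) RNA was made into strand-specific libraries and read as pairs on a NextSeq550. Adapters were trimmed with SeqPurge, and reads were aligned to GRCh38 with HISAT2 and an index that includes known variants and transcripts. The tool that counted reads per gene, its strand setting and its annotation release are not stated. Each file ends with reads that fell in no annotated feature, that were ambiguous between features or that had no unique alignment, summed by chromosome. No normalization had been applied and replicates had not been pooled. Because the strand setting is not stated, counts of genes that overlap another gene are uncertain. Gene counts do not resolve splice isoforms.

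The 16 libraries fell into 8 groups of 2, named from the cell line, treatment and replicate number in the labels. The study calls the duplicates technical, so the spread between them does not include the variation between independent cultures, and the tests do not reach beyond these samples. The replicate number in the labels is the only source of a pairing between groups. The files hold 58676 gene identifiers, of which 58207 were matched to GENCODE release 44 on GRCh38. That release supplied symbols, coordinates, exon numbers and lengths, and it may differ from the one used for counting. Gene counts per library ran from 18306636 to 34075588. At these depths the smallest level that could be seen, 3 counts, lay between 0.0880 and 0.164 CPM (counts scaled by library size to the usual total). This floor covers counting error only, since PCR copies are not independent molecules.

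Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Within each line the 8 libraries were fitted together with 1 coefficient per group, so that all comparisons shared 1 estimate of the spread. Low genes were removed with filterByExpr, which left 15744 genes in A549 and 16080 in SUM159. Libraries were scaled by the trimmed mean of M-values (TMM), and changes were tested with the quasi-likelihood test (glmQLFit and glmQLFTest), with adjustment by Benjamini and Hochberg. The threshold was an adjusted p-value of 0.05. Standard errors (SE) of log2 changes were taken from the change and its F statistic. The combination was tested against the sum of the single-drug log2 changes with the contrast combination minus palbociclib minus indisulam plus untreated. Differences between lines were tested as interactions in a fit of all 16 libraries, with 17764 genes. Because that fit has its own scaling, its differences are not exactly those between the fits of each line. CPM values were computed on TMM-scaled library sizes. A separate count, without a test, took genes with an absolute log2 change of at least 1 and a mean of at least 5 CPM over the 8 libraries of the line.

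Gene sets were tested with fgsea 1.28.0 on genes ranked by log2 change, with 10000 starting permutations and a smallest p-value of 1e-10. Its p-values come from random gene sets, not from replicates. The 5 senescence sets were those of the study, named Casella, Purcell, Hernandez, Hernandez SASP (factors secreted by senescent cells) and Fridman. A list of 62 E2F and S-phase genes was written from general knowledge. Between 93.0% and 100% of the symbols of each set were matched. Over 6 sets, 5 comparisons and 2 lines there were 60 tests, adjusted together. All tests of the E2F and S-phase list passed, which lowers the adjusted p-values of the senescence sets. No adjustment over the senescence sets alone was made.

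The procedure was tested on simulated counts, drawn with the gene abundances, library sizes and dispersions of these libraries, in which 200 genes were moved by 1 on the log2 scale in the groups given indisulam. edgeR recovered 91.0% of them among 15391 genes simulated from A549 and 95.5% among 15738 simulated from SUM159, all with the right sign. Of its calls 7.61% and 7.28% were false, above the nominal level. DESeq2 recovered 87.5% in both, with 1.69% and 2.78% false calls.

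Genes named in the text followed a rule written before the data were examined. The rule took RBM39, CCNH, CDK7, MNAT1, CDK2, CCNE1, CCNE2, CDKN1A, LMNB1 and MKI67 in each comparison of a drug or the combination with untreated cells. For each such comparison it added the 2 largest increases and the 2 largest decreases among genes with an adjusted p-value under 0.05, a mean of at least 5 CPM, a gene symbol and the same direction in both same-numbered pairs.

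The comparisons, the gene sets and the alternatives were also chosen before the data were examined, apart from a block with crossed numbers and the alternatives for the senescence counts of the single drugs and for the E2F score of the combination against palbociclib, which were added after the data were seen. For departures from the sum, the palbociclib numbers were crossed in A549 and the combination numbers in SUM159. The alternatives were DESeq2 1.42.0 with its Wald test, scaling to total counts, DESeq2 size factors within edgeR, no filter on low counts, at least 10 counts in every library, only the libraries of the groups compared, the replicate number as a block, and an added minimum absolute log2 change of 1. For gene sets they included ranking by the signed test statistic and cameraPR from limma 3.58.1 with an inter-gene correlation of 0.01. Each library was also left out in turn. That leaves 1 library in a group, so those fits gave values without a test. With 2 libraries against 2, an exact permutation test of a single value cannot give a two-sided p below 0.333, so tests rest on models fitted across genes. Splicing events and kinase enrichment were not analysed here, because gene counts do not hold the first and no kinase annotation was used.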

Results

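Gene expression was measured by poly(A) RNA sequencing in A549 and SUM159 cells, untreated or exposed to palbociclib, indisulam or the combination, with 2 libraries per group. In A549 the total gene counts were 19967366 and 18306636 in untreated libraries, 20745038 and 34075588 with palbociclib, 23851384 and 22951409 with indisulam and 20955845 and 20862384 with the combination. In SUM159 they were 21994527 and 21926985 in untreated libraries, 26156417 and 33310006 with palbociclib, 25404214 and 28612899 with indisulam and 30476269 and 25095187 with the combination. Duplicates differed by more than sampling noise in every group, with a chi-square per degree of freedom between 1.65 (SUM159 indisulam) and 10.0 (SUM159 untreated). No pair was thus a repeated deposit of 1 library, which does not make the duplicates independent cultures. In the SUM159 untreated libraries, mitochondrial genes held 3.44% and 1.83% of gene counts. A part of the value of 10.0 therefore comes from these genes. Pearson's r of log2 CPM between duplicates was between 0.994 and 0.997, across genes, which are not independent replicates. The common biological coefficient of variation was 0.0386 in A549 and 0.0333 in SUM159.

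In a principal component analysis, duplicates lay beside each other and the groups lay apart. In A549 the first component held 51.4% of the variance and ran from untreated (-31.5 and -31.7) to the combination (32.9 and 32.4). The second held 41.3% and placed palbociclib (28.6 and 28.8) opposite indisulam (-29.1 and -28.9). In SUM159 the first component held 61.2% and the second 32.4%. Along the first, untreated libraries lay at -27.5 and -28.8 and combination libraries at 28.2 and 26.6.

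The replicate numbers were examined for pairing, as the correlation across genes of the deviations of same-numbered libraries from their group means. Over the 12 pairs of groups it ranged from -0.362 to 0.317, without a common sign. Results with the number as a block are therefore given beside those without it. Where the correlation was under -0.1, counts of changed genes and gene set results are also given with the numbers of 1 group crossed, an alternative chosen after the data were seen.

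The first question was how many genes each drug changed. In A549, edgeR found 6796 of 15744 genes changed by palbociclib (3471 higher, 3325 lower). The replicate block gave 6609, with a pairing correlation of -0.241, and crossed numbers gave 7274. Indisulam changed 7748 genes (3667 higher, 4081 lower), and 7613 with the block (correlation 0.0755). The combination changed 9098 genes (4316 higher, 4782 lower), and 8994 with the block (correlation 0.317). In SUM159, palbociclib changed 8761 of 16080 genes (4101 higher, 4660 lower), and 8537 with the block (correlation -0.0406). Indisulam changed 7538 (3527 higher, 4011 lower), and 7239 with the block (correlation -0.0837). The combination changed 10496 (5175 higher, 5321 lower), and 10311 with the block (correlation 0.0909). An added minimum absolute log2 change of 1 moved these counts most, leaving 831 genes in A549 for palbociclib (394 higher, 437 lower), 1289 for indisulam (499 higher, 790 lower) and 2073 for the combination (871 higher, 1202 lower). In SUM159 it left 1237 (900 higher, 337 lower), 901 (601 higher, 300 lower) and 2399 (1712 higher, 687 lower).

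The balance of higher and lower calls depended on the scaling and the tool. Relative to TMM, scaling to total counts raised the median log2 change by 0.15 for the combination against untreated cells in SUM159, the largest shift, and by 0.11 for palbociclib in SUM159. With total counts the share of higher calls in A549 went from 51.1% to 62.4% for palbociclib and from 47.4% to 57.8% for the combination. For indisulam in A549 it went from 47.3% to 52.0%. In SUM159 it went from 46.8% to 62.5% for palbociclib, from 46.8% to 57.9% for indisulam and from 49.3% to 64.3% for the combination. The DESeq2 Wald test moved the share the other way. For palbociclib, indisulam and the combination it was 44.3%, 43.8% and 46.4% in A549. In SUM159 it was 44.3%, 39.9% and 45.35%. Log2 changes below are relative to TMM scaling.

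**Figure D1:**
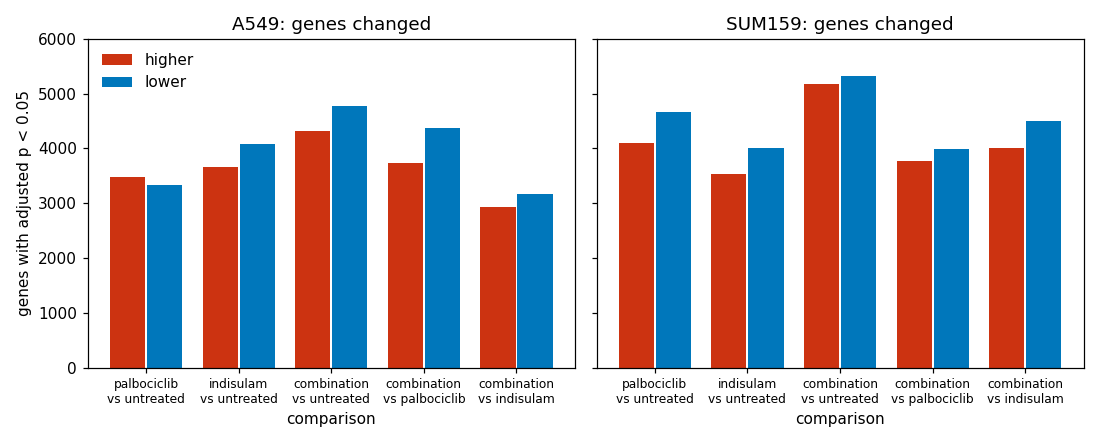
Numbers of genes with an adjusted p-value under 0.05 (vertical axis) in each comparison (horizontal axis) in A549 (left) and SUM159 (right), as bars for higher (red) and lower (blue) genes, from edgeR without a block. The combination against untreated cells had the most calls in both lines, 4316 higher and 4782 lower in A549 and 5175 higher and 5321 lower in SUM159.

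What each drug added to the other was read from the comparisons of the combination with the single drugs. Against palbociclib alone, the combination changed 8108 genes in A549 (3733 higher, 4375 lower). The replicate block gave 7980, with a pairing correlation of -0.273, and crossed numbers gave 7941. In SUM159 it changed 7764 (3766 higher, 3998 lower), with 7443 under the block (correlation -0.362) and 8231 with crossed numbers. Against indisulam alone, it changed 6106 genes in A549 (2935 higher, 3171 lower), and 5926 with the block (correlation 0.0603). In SUM159 it changed 8501 (4006 higher, 4495 lower), with 8211 under the block (correlation -0.237) and 8878 with crossed numbers. In this comparison with indisulam, total-count scaling moved the share of higher calls from 48.1% to 61.2% in A549 and from 47.1% to 62.4% in SUM159. In the comparison with palbociclib it moved the share from 46.0% to 50.5% in A549 and from 48.5% to 56.7% in SUM159.

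By size alone, 361 of the 10732 genes with a mean of at least 5 CPM in A549 differed at least 2-fold with palbociclib (51 higher, 310 lower), 355 with indisulam (62 higher, 293 lower) and 888 with the combination (195 higher, 693 lower). In SUM159 the numbers among 10644 genes were 428 with palbociclib (183 higher, 245 lower), 167 with indisulam (82 higher, 85 lower) and 851 with the combination (362 higher, 489 lower). In SUM159 lower genes thus outnumbered higher ones at this level of expression, while higher ones outnumbered lower ones among all genes that passed the threshold with a log2 change of at least 1. The alternative that moved these counts most was a minimum of 1 CPM, which gave 483 genes for indisulam in SUM159.

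RBM39 is the protein target of indisulam (ENSG00000131051, chromosome 20, 35701347 to 35742312 on GRCh38). Its mRNA was higher with indisulam. In A549 it was 175 ± 3.86 CPM in untreated cells and 365 ± 3.71 CPM with indisulam (SD, n = 2). This was a log2 change of 1.06 (SE 0.0407, edgeR adjusted p 1.51e-10). The combination gave 336 ± 0.213 CPM and a log2 change of 0.94, and with palbociclib the level fell by 0.23 on the log2 scale (adjusted p 0.000461). In SUM159 it was 227 ± 4.04 CPM in untreated cells and 482 ± 5.02 CPM with indisulam, a log2 change of 1.09 (SE 0.0364, edgeR adjusted p 3.66e-12). The combination gave 399 ± 13.6 CPM and a log2 change of 0.81, and palbociclib gave -0.24 (adjusted p 3.30e-05). The indisulam changes with the replicate block were 1.06 and 1.09, with pairing correlations of 0.0755 and -0.0837.

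CCNH encodes cyclin H, which forms the CDK-activating complex with CDK7 and MNAT1 (ENSG00000134480, chromosome 5, 87318416 to 87412930). The study followed it in cells given indisulam. In A549 it went from 25.3 ± 2.34 CPM in untreated cells to 8.71 ± 0.576 CPM with indisulam (SD, n = 2). This was a log2 change of -1.54 (SE 0.0944, edgeR adjusted p 1.06e-08). In SUM159 it went from 54.2 ± 0.539 to 20.5 ± 0.936 CPM, a log2 change of -1.40 (SE 0.0628, edgeR adjusted p 4.35e-11). The combination gave -1.28 in both lines. With palbociclib the change did not pass the threshold, at -0.04 in A549 (adjusted p 0.729) and -0.13 in SUM159 (adjusted p 0.0623). The indisulam changes with the replicate block were -1.54 and -1.40, with pairing correlations of 0.0755 and -0.0837. The span of CCNH overlaps RASA1 on the other strand.

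The genes of the other complex members did not fall past the threshold with indisulam. CDK7 (ENSG00000134058, chromosome 5, 69234795 to 69277430) had a log2 change of 0.30 in A549 (edgeR adjusted p 0.000813) and of 0.01 in SUM159 (adjusted p 0.845), the latter of the other sign with DESeq2. MNAT1 (ENSG00000020426, chromosome 14, 60734742 to 60969965) changed by 0.04 in A549 (adjusted p 0.693) and by -0.04 in SUM159 (adjusted p 0.648), where total-count scaling gave the other sign. MNAT1 passed the threshold only with the combination in SUM159, at -0.22 (adjusted p 0.00633), and with total-count scaling that change was -0.07 and did not pass. Its difference between lines with the combination did not pass the threshold (adjusted p 0.280). MNAT1 overlaps other genes on both strands.

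CDK2 (ENSG00000123374, chromosome 12, 55966781 to 55972789) was lower with each treatment. In A549 it was 93.0 ± 0.206 CPM in untreated cells, 83.5 ± 1.96 CPM with indisulam and 31.8 ± 1.80 CPM with the combination (SD, n = 2). The log2 changes were -1.22 with palbociclib (SE 0.0533, edgeR adjusted p 1.35e-10), -0.16 with indisulam (adjusted p 0.0197) and -1.55 with the combination (adjusted p 8.25e-12). In SUM159 they were -1.01 (SE 0.0512, adjusted p 3.65e-11), -0.17 (adjusted p 0.0103) and -1.35 (adjusted p 6.11e-13). With total-count scaling the indisulam change no longer passed in either line. CDK2 overlaps PMEL on the other strand.

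The cyclin E genes were also followed. CCNE2 (ENSG00000175305, chromosome 8, 94879770 to 94896678) fell by 1.86 on the log2 scale in A549 and fell by 1.77 in SUM159 with palbociclib. With the combination it fell by 3.65 in A549, from 12.02 ± 0.902 to 0.949 ± 0.348 CPM (SD, n = 2), and fell by 2.86 in SUM159, from 28.9 ± 0.265 to 3.99 ± 0.268 CPM. CCNE2 overlaps INTS8 and NDUFAF6 on the other strand. CCNE1 (ENSG00000105173, chromosome 19, 29811991 to 29824312) did not pass the threshold with palbociclib, at -0.18 in A549 (edgeR adjusted p 0.0665) and -0.02 in SUM159 (adjusted p 0.865). With indisulam it had log2 changes of -0.57 in A549 and -0.23 in SUM159, and with the combination of -0.72 and -0.28. In SUM159 neither of these falls passed the threshold with total-count scaling.

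Markers of proliferation and senescence followed. LMNB1 (ENSG00000113368, chromosome 5, 126776623 to 126837020) went in A549 from 194 ± 0.948 CPM to 45.8 ± 3.88 CPM with palbociclib, 111 ± 0.404 CPM with indisulam and 19.2 ± 1.11 CPM with the combination (SD, n = 2). The log2 changes were -2.09, -0.80 and -3.34. In SUM159 they were -1.85, -0.20 and -2.31, and in both lines each passed the threshold. MKI67 (ENSG00000148773, chromosome 10, 128096659 to 128126423) had log2 changes of -2.68 in A549 and -2.14 in SUM159 with palbociclib. With indisulam it had -0.35 in A549 (edgeR adjusted p 0.000892) and -0.12 in SUM159, which did not pass (adjusted p 0.123). The difference between lines for MKI67 with indisulam did not pass either (adjusted p 0.154). CDKN1A (ENSG00000124762, chromosome 6, 36676460 to 36687337), which encodes p21, rose with the combination in A549 from 35.2 ± 3.41 to 50.9 ± 2.01 CPM, a log2 change of 0.53 (SE 0.0739, edgeR adjusted p 2.33e-05). In SUM159 it went from 40.3 ± 1.29 to 27.6 ± 0.620 CPM, a log2 change of -0.55 (SE 0.0563, edgeR adjusted p 1.99e-07). With the replicate block these were 0.53 and -0.55, with pairing correlations of 0.317 and 0.0909. The study reported more p21 protein in both lines, on Western blots of cells treated for days and at other doses. The mRNA values at 16 h do not measure that protein.

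Of these 10 genes fixed beforehand, 6 passed the threshold with palbociclib in A549 when p was adjusted over all genes and 8 when it was adjusted over the list alone. The numbers were 9 and 9 with indisulam and 9 and 9 with the combination. In SUM159 they were 6 and 6 with palbociclib, 7 and 7 with indisulam and 9 and 9 with the combination.

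**Figure D2:**
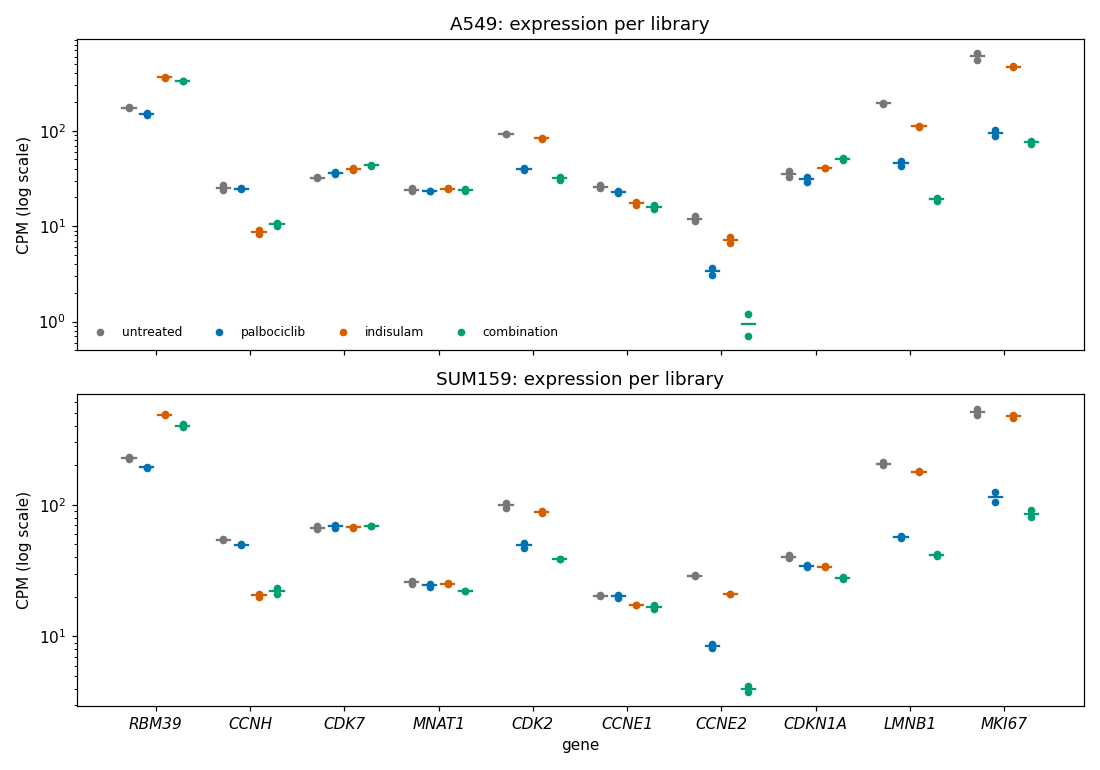
Expression in CPM (vertical axis, log scale) of the 10 genes chosen beforehand (horizontal axis) in A549 (top) and SUM159 (bottom). Points are the 2 libraries of each group, coloured by treatment, and short lines are their means. CCNH with indisulam lay at 8.71 CPM against 25.3 CPM in untreated A549, and at 20.5 against 54.2 CPM in SUM159.

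The genes with the largest changes under palbociclib came from the second part of the rule. In A549, MXD4 (ENSG00000123933, chromosome 4, 2247432 to 2262109) had a log2 change of 1.89 (SE 0.0795, edgeR adjusted p 8.30e-11) and SLC16A4 (ENSG00000168679, chromosome 1, 110362851 to 110391082) of 1.58 (SE 0.0594, adjusted p 2.31e-11). KIF20A (ENSG00000112984, chromosome 5, 138178719 to 138187723) went from 171 ± 3.73 to 17.4 ± 0.499 CPM (SD, n = 2), a log2 change of -3.30, and PIF1 (ENSG00000140451, chromosome 15, 64815632 to 64825668) had -3.13. In SUM159, the antisense gene IGFL2-AS1 (ENSG00000268621, chromosome 19, 46189029 to 46203160) had 2.56 and ALS2CL (ENSG00000178038, chromosome 3, 46668995 to 46693704) had 2.52. KIF20A had -2.46 and TYMS (ENSG00000176890, chromosome 18, 657653 to 673578) had -2.35. IGFL2-AS1, KIF20A, TYMS and SLC16A4 overlap genes on the other strand. MXD4 overlaps a gene on the same strand, so its count is uncertain.

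Under indisulam, PTBP2 (ENSG00000117569, chromosome 1, 96721665 to 96823738) rose in A549 from 23.6 ± 0.156 to 108 ± 2.37 CPM (SD, n = 2). This was a log2 change of 2.19 (SE 0.0570, edgeR adjusted p 6.47e-12). YY2 (ENSG00000230797, chromosome X, 21855987 to 21858740) had 2.15, and it overlaps MBTPS2 on the same strand, so its count is uncertain. The largest falls were in pseudogenes, CELSR1P1 (ENSG00000237517, chromosome 22, 18985836 to 18994501) with -3.26 and FAM86JP (ENSG00000171084, chromosome 3, 125916624 to 125928595) with -2.92, whose reads can be shared with related genes. CELSR1P1 also overlaps a gene on the same strand. In SUM159, CYP1A1 (ENSG00000140465, chromosome 15, 74719542 to 74725536) rose from 2.31 ± 0.261 to 12.54 ± 0.0778 CPM, a log2 change of 2.44 (SE 0.128, edgeR adjusted p 2.77e-10). SEC31B (ENSG00000075826, chromosome 10, 100486646 to 100519864), which overlaps a gene on the same strand, had 2.35. CYP4V2 (ENSG00000145476, chromosome 4, 186191567 to 186213463) had -2.27. SRR (ENSG00000167720, chromosome 17, 2303383 to 2325260), which overlaps genes on both strands, had -1.82.

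Under the combination, F2RL2 (ENSG00000164220, chromosome 5, 76615482 to 76623413) had a log2 change of 2.45 in A549 (SE 0.187, edgeR adjusted p 4.21e-08) and YY2 had 2.43. CDC45 (ENSG00000093009, chromosome 22, 19479457 to 19520612) went from 41.8 ± 2.54 to 2.41 ± 0.165 CPM (SD, n = 2), a log2 change of -4.11, and NCAPH (ENSG00000121152, chromosome 2, 96335766 to 96377091) had -4.10. In SUM159, CYP1A1 had 3.34 and VIPR1 (ENSG00000114812, chromosome 3, 42489299 to 42537573) had 3.22. RRM2 (ENSG00000171848, chromosome 2, 10120698 to 10211725) had -3.34 and TYMS had -3.28. F2RL2 overlaps IQGAP2 on the other strand, and RRM2 and VIPR1 also overlap genes there. In all, 17 of the 30 named genes overlap another annotated gene.

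Senescence gene sets were tested because the study asked whether the combination induces senescence. The study's own enrichment of these sets came from other libraries, of cells treated for days rather than 16 h and at other doses. The counts below therefore do not repeat that test and cannot contradict it. In A549, 1 of the 5 sets was enriched with the combination against untreated cells, and 1 with the replicate block (pairing correlation 0.317). It was Purcell, with a normalized enrichment score (NES) of 1.63 and an adjusted p of 0.0491 from fgsea on edgeR changes, a median log2 change of 0.35 and 22 of 31 genes higher. Purcell did not pass when genes were ranked by the signed test statistic (adjusted p 0.130 from fgsea on edgeR statistics) or with at least 10 counts in every library (adjusted p 0.141). Against indisulam alone 2 sets were enriched, and 2 with the block (correlation 0.0603). They were Casella (NES 1.89, adjusted p 0.00412, 31 of 35 genes higher) and Purcell (NES 1.79, adjusted p 0.00765, 25 of 31 genes higher). Against palbociclib alone 0 sets were enriched, 0 with the block (correlation -0.273), 0 with crossed numbers and 0 at an unadjusted p under 0.05. In SUM159, 0 sets were enriched with the combination against untreated cells, 0 with the block (correlation 0.0909) and 0 at an unadjusted p under 0.05. Against palbociclib alone the numbers were 0, 0 and 0 (correlation -0.362), and 0 with crossed numbers. Against indisulam alone 1 set was enriched, 1 with the block (correlation -0.237) and 1 with crossed numbers. It was Casella (NES 1.63, adjusted p 0.0365, 29 of 33 genes higher). The adjusted p-values of 0.0491 and 0.0365 from fgsea rest on the adjustment shared with the E2F and S-phase tests. Adjusted over the senescence sets alone they would be higher, and they may not pass. Differences between lines in these scores were not tested.

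The ranking moved the senescence counts most, with 5 sets enriched in SUM159 for the combination against indisulam when genes were ranked by the signed test statistic. Palbociclib alone enriched Casella and Purcell in both lines, with NES of 1.84 (31 of 35 genes higher) and 1.65 (25 of 31) in A549 and 1.64 (27 of 33) and 1.59 (28 of 35) in SUM159. The adjusted p-values from fgsea on edgeR changes were 0.00397, 0.0377, 0.0302 and 0.0455. Those of 0.0377, 0.0302 and 0.0455 rest on the same shared adjustment and may not pass with the senescence sets adjusted alone. With the replicate block 2 sets were enriched in each line (correlations -0.241 and -0.0406), and 2 in A549 with crossed numbers. In SUM159 this depended on the processing, since Casella had an adjusted p of 0.117 with cameraPR from limma and neither set passed with total-count scaling of edgeR changes (adjusted p 0.0922 for Casella and 0.0713 for Purcell). Indisulam alone enriched 0 sets in both lines, 0 with the block (correlations 0.0755 and -0.0837) and 0 at an unadjusted p under 0.05. Coverage was partial, since 67.9% (Hernandez SASP) to 87.5% (Hernandez) of the listed genes were tested in A549 and 76.7% (Casella) to 90.6% (Hernandez) in SUM159.

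The set of E2F and S-phase genes was lower in each comparison. In A549 the NES was -3.40 with palbociclib, -1.86 with indisulam and -3.08 with the combination. With the replicate block it was -3.39, -1.86 and -3.08, with pairing correlations of -0.241, 0.0755 and 0.317. With crossed numbers it was -3.40 for palbociclib. The adjusted p was 1e-09, 0.00134 and 1e-09, where 1e-09 follows from the smallest p-value set for fgsea. The median log2 change of the 61 genes tested was -1.50, -0.25 and -2.18. In SUM159 the NES was -3.86, -2.23 and -3.72, and -3.86, -2.23 and -3.72 with the block (correlations -0.0406, -0.0837 and 0.0909). The adjusted p was 1e-09, 2.05e-06 and 1e-09, and the median log2 change was -1.35, -0.23 and -1.72. With TMM scaling, 0 of the 61 genes were higher with palbociclib or with the combination in either line, and 10 were higher with indisulam in each line. Ranking by the signed test statistic moved the score most, to -2.92 for palbociclib in SUM159. The combination lay below palbociclib alone for this set, with NES of -2.26 in A549 and -2.47 in SUM159. These were -2.27 and -2.48 with the block (correlations -0.273 and -0.362) and -2.26 and -2.47 with crossed numbers.

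**Figure D3:**
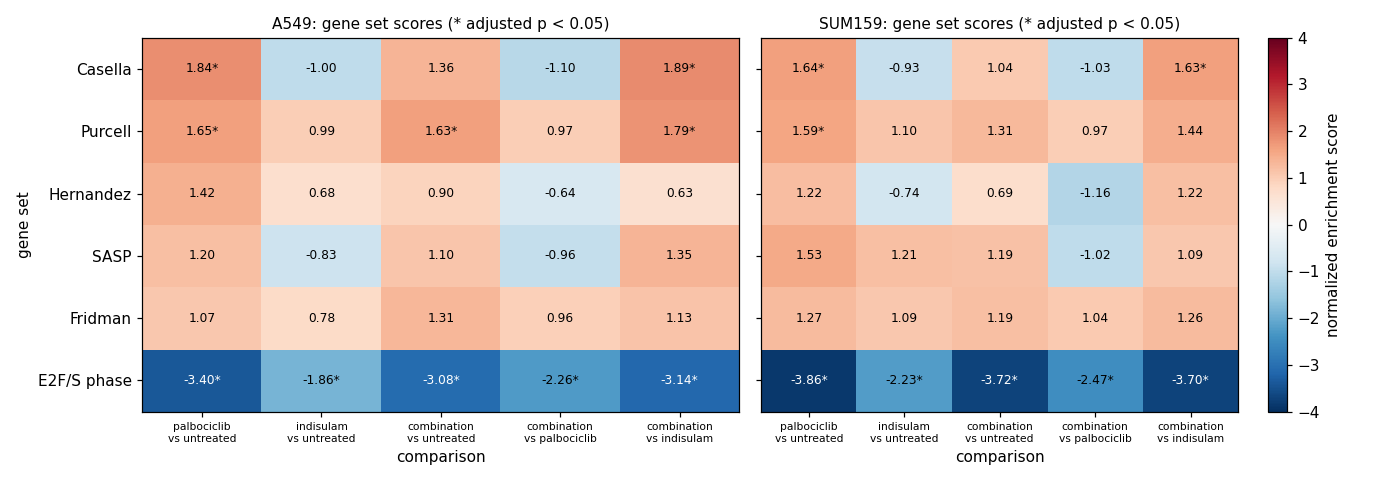
Normalized enrichment scores (colour and printed value) of 6 gene sets (vertical axis) in 5 comparisons (horizontal axis) in A549 (left) and SUM159 (right), with an asterisk at an adjusted p-value under 0.05. The E2F and S-phase set was negative in each column, from -1.86 for indisulam in A549 to -3.86 for palbociclib in SUM159.

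Whether the combination equalled the sum of the single drugs was tested per gene. In A549, 556 of 15744 genes departed from the sum by edgeR's test (322 below it, the rest above), 470 with the replicate block and 988 with the palbociclib numbers crossed. DESeq2 called 263. In SUM159, 704 of 16080 genes departed (357 above, 347 below), 470 with the block and 1141 with the combination numbers crossed. DESeq2 called 352. The number of departures thus depended on the pairing and the tool. The pairing correlations among the 4 groups lay between -0.273 and 0.317 in A549 and between -0.362 and 0.198 in SUM159. With DESeq2 size factors the share above the sum in A549 was 54.7% against 42.1%. In SUM159 the balance depended on the scaling and the filter. With total-count scaling 323 lay above and 393 below. Without a filter 252 lay above and 594 below, and with at least 10 counts in every library 509 lay above and 312 below. Of the genes called, 150 in A549 went beyond the sum in its own direction, while 406 fell short of it or reversed. In SUM159 the numbers were 162 and 542. A departure of at least 1 on the log2 scale was seen in 31 and 29 of them. Over genes with a mean of at least 5 CPM, the combination change and the summed changes had Pearson's r of 0.946 and a slope of 0.915 in A549, and 0.955 and 0.883 in SUM159. Over all genes tested, r was 0.892 and the slope 0.792 in A549, and 0.911 and 0.760 in SUM159. These correlations are across genes, which are not independent replicates, and the changes share the untreated libraries, which raises them. Noise in the single-drug and untreated libraries enters the sum and the departure with opposite signs. It favours slopes under 1 and genes that fall short of the sum, even if the effects add exactly. In the simulated counts, where the effects added exactly, edgeR called 2 departures in A549 and 1 in SUM159. This argues against noise alone as the source of the 556 and 704 calls, although palbociclib changed no gene in that simulation. Noise can still tilt the splits of 150 and 406 genes in A549 and of 162 and 542 in SUM159. The size of that tilt was not tested.

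**Figure D4:**
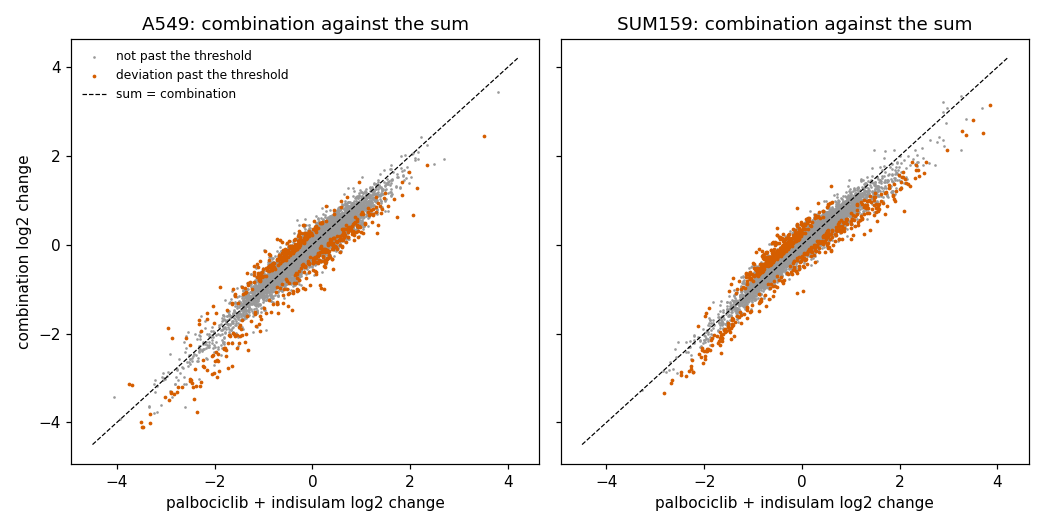
Log2 change with the combination (vertical axis) against the sum of the log2 changes with palbociclib and indisulam (horizontal axis), 1 point per gene with a mean of at least 5 CPM, in A549 (left) and SUM159 (right). Orange points passed the test of departure from the sum and the dashed line marks equality. The slopes were 0.915 in A549 and 0.883 in SUM159.

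The lines were compared over the 14122 genes tested in both. Across genes, Pearson's r between the A549 and SUM159 log2 changes was 0.682 for palbociclib, 0.651 for indisulam and 0.674 for the combination. Limiting the genes to at least 5 CPM in both lines moved these most, to 0.809, 0.761 and 0.780. Of 4808 genes changed by palbociclib in both lines, 96.2% went the same way (1927 higher, 2698 lower). For indisulam it was 94.4% of 4622 genes (1900 higher, 2465 lower), and for the combination 88.3% of 6429 genes (2426 higher, 3249 lower).

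In the fit of all 16 libraries, 2274 of 17764 genes had a palbociclib effect that differed between lines by edgeR's test, and 2084 with a replicate block within each line (pairing correlations of untreated with palbociclib -0.241 in A549 and -0.0406 in SUM159). With the A549 palbociclib numbers crossed it was 2315. In 1715 of the 2274 the log2 change was higher in SUM159 and in 559 it was lower. That balance depended on the scaling and the filter, since the share higher in SUM159 was 75.4% with TMM, 61.3% with total counts, 44.02% with DESeq2 size factors and 39.2% with at least 10 counts in every library. DESeq2 factors shifted the median difference by -0.099 relative to TMM, and 1593 genes were called with both. For indisulam 2666 genes differed (1428 higher in SUM159, 1238 lower), and 2427 with the block (correlations 0.0755 and -0.0837). The share higher in SUM159 was 53.6%, and it was 62.9% with total counts and 63.5% without a filter on low counts.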

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

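The tests of the spread between duplicates and of library depth for the reads outside annotated features, and the tests of scaling for the differences between lines and for CDKN1A, were chosen only after the result was seen.

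The reads counted as falling in no annotated feature were not used in the comparisons of the report, and their share was higher with indisulam than in untreated cells. In A549 it was 4.30 ± 0.394% of reads in untreated cells, 4.44 ± 0.381% with palbociclib, 5.84 ± 0.189% with indisulam and 5.25 ± 0.588% with the combination (SD, n = 2). In SUM159 it was 3.94 ± 0.0723%, 5.21 ± 0.345%, 5.89 ± 0.269% and 6.36 ± 0.593%. Indisulam alone was above untreated by 1.54 percentage points in A549 and by 1.95 in SUM159. An exact two-sided permutation test of the indisulam label, within each line and with or without palbociclib, gave a mean difference of 1.36 points and p = 0.00154, the smallest that its 1296 permutations can give. The same exact permutation test of the palbociclib label gave a difference of 0.325 points and p = 0.236, but the lines went opposite ways, with -0.221 points in A549 and 0.872 in SUM159 (1.17 and 1.55 for indisulam). The duplicates were technical, so this test does not cover the variation between cultures.

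Library depth was tested by comparing duplicates. The deeper duplicate had the higher share in 4 of 8 pairs, which were 0 of 4 pairs in A549 and 4 of 4 in SUM159. In both lines the indisulam libraries were deeper than the untreated ones. With the slope on depth within duplicate pairs removed, indisulam stayed above untreated by 1.74 points in A549 and by 1.43 in SUM159, against 1.54 and 1.95 before. The slope rests on 4 pairs per line. In SUM159 a part of the higher share therefore cannot be told apart from library depth. Genomic DNA would add reads in proportion to chromosome length. The extra reads with indisulam rose on 23 of 23 chromosomes, and across chromosomes they followed gene counts (Spearman's rho 0.952 in A549 and 0.908 in SUM159) more closely than length (0.376 and 0.553). The differences between these rho values were 0.575 and 0.355. Chromosomes are not independent samples, and no p is given for them. Intron retention is a candidate explanation that remains, since indisulam acts on a splicing factor, but these counts cannot separate introns from unannotated transcripts, and a difference in library preparation between groups was not tested.

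The effects of the drugs differed between the lines in 2274 genes for palbociclib and 2666 for indisulam, by edgeR's interaction test. Among the named genes 27 of 52 differences passed the threshold, in 19 genes. Written as the log2 change in SUM159 minus that in A549, the palbociclib differences were 0.31 for CDK2, 0.34 for LMNB1, 0.63 for MKI67, 0.93 for KIF20A, 2.59 for PIF1, 1.17 for IGFL2-AS1 and 1.60 for ALS2CL. The indisulam differences were -0.29 for CDK7, 0.34 for CCNE1, -0.47 for CDKN1A, 0.61 for LMNB1, -0.81 for PTBP2, -1.18 for YY2 and 1.14 for FAM86JP. The combination differences were -0.31 for CDK7, 0.27 for CDK2, 0.51 for CCNE1, 0.86 for CCNE2, -1.01 for CDKN1A, 1.09 for LMNB1, 0.48 for MKI67, -0.63 for F2RL2, -1.25 for YY2, 1.13 for CDC45, 1.24 for NCAPH, 2.35 for VIPR1 and 0.73 for RRM2. Many of these genes were named for a large change in 1 line, which makes a smaller change in the other line likely by selection. After a trend on GC content and exon length was removed, 27 of 27 kept their sign and at least 0.5 of their size, but the trend explained so little of the variance (below) that its removal could hardly move them, and this test says little.

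Library depth was tested by thinning every library to the smallest total. Of the 2666 genes called for indisulam, 80.5% were called again, and 80.3% with the replicate block. Of the 27 named differences, for either drug or the combination, 25 kept their sign and an adjusted p under 0.05 in the thinned libraries, and 24 with the block. The exceptions were CCNE1 with indisulam (edgeR adjusted p 0.116) and CCNE2 with the combination (0.0898), and with the block also CDK7 with indisulam (0.0522). The trend on GC content and exon length explained 0.444% of the variance of the differences for palbociclib, 0.0892% for indisulam and 2.24% for the combination. With both other scalings 25 of the 27 named differences kept their sign and an adjusted p under 0.05. The exceptions were CDK2 with palbociclib and with the combination, with adjusted p of 0.0765 and 0.0848 under DESeq2 size factors. Apart from these CDK2, CCNE1, CCNE2 and CDK7 differences, the named differences passed both with the other scalings and after thinning. Since they were found and tested on the same libraries, a biological difference in response between the lines is a hypothesis. The balance of the palbociclib differences across all genes cannot be told apart from the scaling, as the share higher in SUM159 was 75.4% with TMM and 44.02% with DESeq2 size factors.

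CDKN1A mRNA rose with the combination in A549 and fell in SUM159, with a difference between lines of -1.01 (SE 0.0944, edgeR adjusted p 2.26e-08). Scaling to total counts gave log2 changes of 0.62 in A549 and -0.40 in SUM159, so the directions did not depend on it. A p53 response in A549 that is absent in SUM159 is a candidate explanation. It was tested on 26 other p53 targets, listed from general knowledge after CDKN1A was seen and before the list was tested, against 10000 random lists matched for expression. With the combination their median log2 change was 0.40 in A549, at percentile 99.99, with 17 genes higher and 5 lower past the threshold. In SUM159 it was -0.12 over 25 genes, at percentile 22.6, with 10 higher and 11 lower past the threshold. The percentiles with the replicate block were 99.99 and 21.4, with pairing correlations of 0.317 and 0.0909. With indisulam alone in A549 the median was 0.19, at percentile 99.61, with 13 genes higher and 5 lower past the threshold. With palbociclib alone in A549 the list lay at percentile 87.54. In SUM159 it lay at 24.35 with indisulam and at 78.51 with palbociclib. The rise of the list in A549 was thus already seen with indisulam alone. The difference between lines was not tested for the list as a whole, and p53 itself was not measured here.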

How the results depend on the processing

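The block with crossed numbers, the alternatives for the senescence counts of the single drugs and those for the E2F and S-phase score of the combination against palbociclib were chosen only after the result was seen. Apart from the crossed numbers, each count of genes changed in a comparison or differing between lines was recomputed under 8 alternatives, each count of departures from the sum under 7 and each senescence count under 5. Leaving out a library gave no such counts because a group would hold 1 library.

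An added minimum absolute log2 change of 1 lowered every count of changed genes. In A549 it left 831 genes for palbociclib, 1289 for indisulam and 2073 for the combination against untreated cells, 1409 for the combination against palbociclib, 782 for the combination against indisulam and 31 that departed from the sum. In SUM159 it left 1237, 901, 2399, 825, 1120 and 29. For the differences between lines it left 279 for palbociclib and 308 for indisulam. The cause is the size of the changes, since this setting removes only genes under that size. DESeq2 called 4069 genes for the combination against indisulam in A549, and 263 and 352 genes that departed from the sum in A549 and SUM159. Without a filter on low counts, 998 genes departed from the sum in A549. With crossed numbers, 988 departed from it in A549 and 1141 in SUM159. For these the cause was not tested. The other counts of changed genes, those with the replicate block and the rest of those with crossed numbers included, stayed within 1.5 times the reported count, though with other scalings they did not always hold the same genes.

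With a minimum of 1 CPM, the genes at least 2-fold different numbered 584, 800 and 1470 in A549 and 761, 483 and 1474 in SUM159 for palbociclib, indisulam and the combination. With at least 5 CPM in both lines, the correlations between lines were 0.809 for palbociclib, 0.761 for indisulam and 0.780 for the combination. Spearman's rho for the combination was 0.634. Across the 8 fits that each left out 1 library, the correlations ranged from 0.616 to 0.671 for palbociclib, from 0.581 to 0.637 for indisulam and from 0.633 to 0.677 for the combination. For these the cause was not tested.

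The sets behind a count also changed. For the combination against untreated cells in A549, Purcell was the only set reported. It was lost when genes were ranked by the signed test statistic, where Casella and Fridman passed instead, and with at least 10 counts in every library, where Fridman passed instead. The enriched senescence sets for the combination were also counted with genes ranked by the signed test statistic. In A549 they numbered 2 against untreated cells, 1 against palbociclib and 3 against indisulam, where 2 were reported. In SUM159 they numbered 3 against untreated cells and 5 against indisulam. For the combination against indisulam in SUM159 they numbered 0 with total-count scaling, 2 with at least 10 counts in every library and 0 with cameraPR. For palbociclib alone, with 2 sets reported in each line, they numbered 4 in A549 and 5 in SUM159 when ranked by the signed test statistic. With at least 10 counts in every library they numbered 3 in A549 and 4 in SUM159. In SUM159 they numbered 0 with total-count scaling and 1 with cameraPR. For indisulam alone they stayed at 0 in both lines. The cause was not tested. The E2F and S-phase score stayed negative and past the threshold in the 6 comparisons with untreated cells under every alternative with a test. For the combination against palbociclib it ranged under the alternatives from -2.56 to -2.26 in A549 and from -2.60 to -2.47 in SUM159, past the threshold throughout. Across the 4 fits that each left out 1 library the score against untreated cells ranged in A549 from -3.41 to -3.18 for palbociclib, from -1.93 to -1.75 for indisulam and from -3.11 to -2.88 for the combination. In SUM159 it ranged from -3.89 to -3.58, from -2.07 to -1.84 and from -3.82 to -3.56.

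Of the values for single named genes, 560 kept their direction and side of the threshold, 12 became weaker, 6 became stronger and 10 reversed. With the replicate block 84 of 84 kept both. With total-count scaling the log2 change reversed for CCNH with palbociclib in A549 (0.021), for MNAT1 in A549 with palbociclib (0.021) and the combination (0.078) and in SUM159 with palbociclib (0.031) and indisulam (0.015), and for CCNE1 with palbociclib in SUM159 (0.090). CCNE1 there also reversed without a filter (0.0099) and with at least 10 counts in every library (0.019). CDK7 with indisulam in SUM159 reversed with DESeq2 (-0.0030) and with its size factors in edgeR (-0.0031). None of these 10 passed the threshold in either direction. Of the fits that left out 1 library, 279 values stayed within the spread between replicates, 49 moved by more and 8 reversed. The 6 results with a reversal ranged across the fits from -0.13 to 0.055 for CCNH and from -0.11 to 0.018 for MNAT1 with palbociclib in A549, from -0.020 to 0.10 for MNAT1 with indisulam and from -0.070 to 0.053 with the combination in A549, from -0.017 to 0.046 for CDK7 with indisulam in SUM159 and from -0.047 to 0.021 for CCNE1 with palbociclib in SUM159. The cause was not tested.

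Depth limits CYP1A1 in A549, which had 1 and 4 counts in untreated cells, at or near the floor of 3 counts. A difference between lines in its indisulam change was not detectable at this depth, at 0.12 on the log2 scale with an SE of 1.08.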

Other observations

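In this part, the tests of gene span were chosen only after the result was seen. CYP1A1 had the largest increase under the naming rule with indisulam and with the combination in SUM159, which raised the question whether other targets of the aryl hydrocarbon receptor (AHR) rose with it. A list of 7 other targets was then written from general knowledge, before it was tested, and 6 of them passed the filter. With indisulam in SUM159 their median log2 change was 0.40, at percentile 99.6 among 10000 random lists matched for expression, with 6 of 6 genes higher and 2 of them past the threshold. With palbociclib in SUM159 the list lay at percentile 98.3, so the rise was not specific to indisulam. With the combination in SUM159 it lay at percentile 99.57. In A549 it lay at percentile 95.2 with palbociclib (4 of 6 genes higher), at 86.8 with indisulam (3 of 6 higher) and at 89.8 with the combination (5 of 6 higher, all 5 past the threshold). Activation of AHR may therefore be a response to either drug, and these values do not limit it to SUM159. This is a hypothesis that rests on 6 genes. In untreated A549 cells CYP1A1 had 1 and 4 counts, at or near the floor of 3 counts, and its difference between lines with indisulam did not pass the threshold (edgeR adjusted p 1.00).

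Because indisulam leads to loss of a splicing factor, genes with more exons could fall more. Across 10304 protein-coding genes with a mean of at least 5 CPM in A549, Spearman's rho of the indisulam log2 change with exon number was -0.173, and -0.168 with GC content and exon length held constant. In SUM159, over 10240 genes, these were -0.120 and -0.167. With palbociclib the values were -0.104 and -0.120 in A549 and -0.0050 and -0.046 in SUM159. The relation with GC content or exon length, whichever was larger, was -0.0720 in A549 and 0.0277 in SUM159. That with gene span was -0.146 in A549, about as close as the relation with exon number, and -0.0531 in SUM159. With gene span also held constant, rho with exon number was -0.133 in A549 and -0.146 in SUM159 for indisulam, and -0.140 and -0.0563 for palbociclib. For the combination it was -0.226 in A549 and -0.160 in SUM159. The replicate-block values for indisulam were -0.168 and -0.167 without gene span and -0.133 and -0.146 with it (pairing correlations 0.0755 and -0.0837). Genes are not independent replicates, and the relation is weak. With indisulam in A549, genes with at most 6 exons had a median log2 change of 0.05 and those with at least 16 had -0.089. With palbociclib in A549 these medians were 0.028 and -0.058. In SUM159 they were -0.010 and -0.075 with indisulam and -0.068 and -0.071 with palbociclib. In A549 the relation was thus not specific to indisulam once gene span was held constant. In both lines it was closer with the combination than with either drug alone, a difference that was not tested. In SUM159 a splicing effect that grows with exon number is a hypothesis, and splicing itself was not analysed here.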
